A study of Mus musculus with 16 samples.

How the data were processed

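Gene expression was measured by RNA sequencing in mouse preSC, precancerous cells of small cell lung cancer. Per the labels, these are neuroendocrine lung cells positive for the marker Chga and lacking Rb1 and Trp53, with 1 null allele of Rbl2. The deposited samples form 2 groups of 8: cells carrying an empty lentiviral vector ("empty") and cells carrying a lentivirus with Wnt5a ("Wnt5a"). Per the labels' protocols, both received doxycycline at 1 µg/mL for 48 hours before harvest. Libraries were made from 500 ng of total RNA by oligo-dT selection and a NEBNext Ultra kit.

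Each deposited file lists 17655 gene symbols with one signal value per gene, described as normalized only by its file name. The aligner, counter, genome build and annotation are not stated in the labels or the file headers. Within every file 100% of the deposited signal values were whole multiples of one step, between 0.934 and 1.11, which differed between files. The values therefore equal a read count per gene divided by one factor per sample, and the whole reads were recovered by dividing by the step. Recovered totals were 7526676 to 8859862 reads per sample, and the 10 most abundant genes held 3.14% to 3.51% of them. One count in a sample is worth one step, so values under 3 steps rest on fewer than 3 reads; this floor covers counting error only. Strand use is unknown, so overlapping and antisense genes, and genes with near-identical copies, carry added uncertainty.

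Samples of one group were compared pairwise by the chi-square of their recovered reads over genes with a mean of at least 10 reads, divided by its degrees of freedom (the index of dispersion, near 1 for sampling noise). Pairs with an index under 1.5, in a group with other pairs above it, were taken as one library: their deposited values were averaged and they entered the tests as 1 sample. This gave 2 libraries per group, A from samples 1 to 4 and B from samples 5 to 8. Library totals were 30220749 and 32592342 reads for empty A and B, and 35102931 and 35315408 reads for Wnt5a A and B.

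Genes with a mean deposited value of at least 10 over the 16 samples were tested (12357 genes). Groups were compared with limma 3.58.1 (R 4.3.3; lmFit, and eBayes with trend) on log2(value + 1), with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. Log2 differences are on that scale, which understates the change of low genes. The samples' numbers are shared between groups in the labels, so the numbers 1 to 4 and 5 to 8 pair library A with A and B with B; the same model was also fitted with this replicate number as a block. The 5 gene lists were written from general knowledge and tested with limma's camera, with the inter-gene correlation estimated and Benjamini-Hochberg adjustment over the 5 lists, of which 1 is not reported here. Beside the model, Wnt5a was compared by an exact permutation test of the libraries.

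The genes named were fixed by rule: Wnt5a, Rb1, Trp53, Rbl2, Chga and Rhoa; the 5 largest rises and 5 largest falls among genes with an adjusted p under 0.05, a mean value at or above the median of the genes tested (337) and groups that did not overlap; and up to 3 members of each list with an adjusted p under 0.05. Wnt5a itself was the largest rise. Genes named for their position on a chromosome or their absence from a group, and Rhob and Rhoc, were chosen after their values were seen.

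Alternatives were other pseudocounts (0.1 and 10), no filter or a minimum of 50, median centring, quantile normalization, eBayes without trend, all 16 samples counted separately, the replicate block, omission of each library, and edgeR 4.0.16 (quasi-likelihood test, TMM) and DESeq2 1.42.0 on the recovered reads summed per library. Removing the neighbouring gene runs or the chromosome medians was added after the data were examined. On simulated data with 200 of 12357 genes changed (5 simulations), limma recovered 94.4% of the 2-fold and 99.6% of the 4-fold changes. Of its calls 7.21% were false, and for edgeR and DESeq2 8.65% and 7.56% were false. The simulated libraries were independent, with the spread of each gene estimated from the real libraries. Deviations shared by same-numbered libraries were not simulated, so these rates may not hold for the real data. For runs of neighbouring genes, the simulations tested the length of the longest run, not the number of adjacent pairs reported below. That test found the planted run in 5 of 5 simulations and called 0 of 5 random gene sets.

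Gene order and chromosomes came from the RefSeq gene table of GRCm38.p6, in which 17620 of the 17655 symbols were matched, 379 of them through a synonym. Because the files name no build, the table was used only for chromosomes and for which genes are neighbours, and coordinates are not given. GC content and length came from the longest GENCODE M21 transcript of each gene (12295 of the genes tested).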

Results

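RNA was sequenced from preSC carrying an empty lentiviral vector and from preSC carrying Wnt5a, to ask how expression of this secreted Wnt ligand alters the transcriptome of precancerous neuroendocrine cells. Each group comprised 8 deposited samples. Recovered read totals ranged from 7526676 to 8181010 in the empty samples and from 8743431 to 8859862 in the Wnt5a samples. Reads were found for 14719 to 15013 of the 17655 listed genes per sample.

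The 8 samples of each group were not equally distinct. The counts of samples 1 to 4 of a group agree within sampling noise or nearly so, as do those of samples 5 to 8, with an index of dispersion between 0.987 and 1.05 in the 24 such pairs. In 14 of these pairs the chi-square test still gave p under 0.05 over 12198 to 12457 genes, so a small excess over counting noise was present. The 32 remaining pairs within a group had an index between 5.23 and 5.44. Samples 1 to 4 and samples 5 to 8 of each group were therefore counted as 1 sample each, termed libraries A and B, and the comparisons below rest on 2 libraries per group.

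Wnt5a (chromosome 14), the gene carried by the lentivirus, was examined first. Its normalised read count was 122 ± 31.4 (SD, n = 2) in the empty libraries and 1279 ± 325 (SD, n = 2) in the Wnt5a libraries. All 8 Wnt5a samples (1032 to 1560) lay above all 8 empty samples (90.4 to 174). The difference was 3.38 on the log2 scale (SE 0.22; limma adjusted p = 0.0010, and 0.00038 with the replicate block). The exact two-sided permutation test of the 4 libraries gave p = 0.333, the smallest value that 2 against 2 allows. Endogenous and lentiviral transcripts were not separated by these counts.

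**Figure D1:**
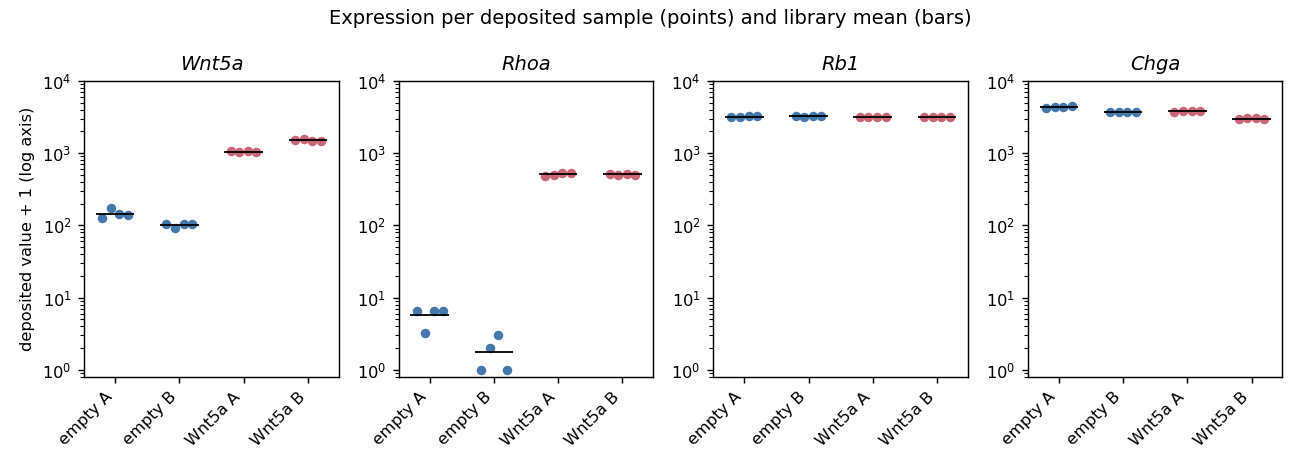
Deposited value plus 1 (log axis) of Wnt5a, Rhoa, Rb1 and Chga in each of the 16 samples (points), grouped by library on the horizontal axis, with the library mean as a bar. Wnt5a and Rhoa separate the groups, with Wnt5a at 90.4 to 174 in empty and 1032 to 1560 in Wnt5a samples, whereas the samples of both groups overlap for Rb1 and Chga.

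Of the 12357 genes tested, 254 differed between the groups at a limma adjusted p under 0.05, of which 171 were higher and 83 lower in the Wnt5a libraries. A difference of at least 2-fold was found for 138 of them (107 higher and 31 lower). The median log2 difference of all genes was 0.0026. Same-numbered libraries deviated together from their group means, with a Pearson r of 0.44 and a Spearman coefficient of 0.53 across genes; genes are not independent replicates. With the replicate number as a block, 2095 genes passed the threshold (1073 higher and 1022 lower), and these included all 254 genes of the fit without the block. In that fit 185 genes differed by at least 2-fold. The first principal component held 76.0% of the variance between libraries and separated the groups, and the second (17.8%) separated libraries A from libraries B. Counting all 16 samples separately moved the number of genes most, to 4377 without and 5606 with the block.

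**Figure D2:**
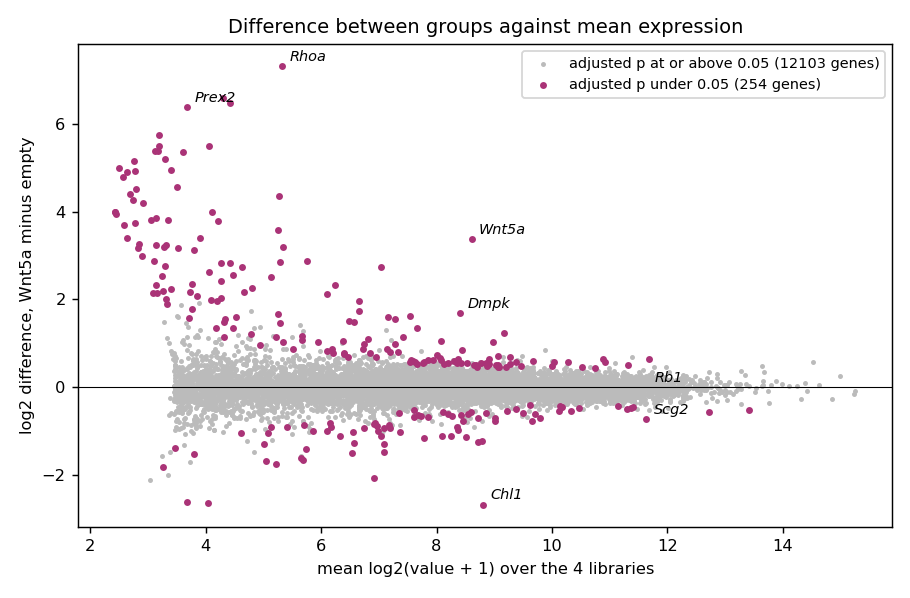
Log2 difference between groups (Wnt5a minus empty, vertical axis) against the mean log2(value + 1) over the 4 libraries (horizontal axis), one point per tested gene; the 254 genes with an adjusted p under 0.05 are coloured. The largest rises were in genes with low mean values, and Rhoa rose most.

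Among genes of at least median expression whose groups did not overlap, the largest rise after Wnt5a was in Dmpk (chromosome 7). Its normalised read count rose from 192 ± 40.1 to 610.0 ± 34.8 (SD, n = 2 per group), a log2 difference of 1.68. Psat1 rose from 379 ± 76.5 to 888 ± 131, a log2 difference of 1.23. Neat1 rose from 353 ± 68.1 to 719.5 ± 49.7, a log2 difference of 1.04. Tmem132a rose from 259 ± 26.4 to 465 ± 45.7, a log2 difference of 0.85. The limma adjusted p-values of these 4 genes ranged from 0.0029 for Dmpk to 0.017 for Tmem132a. Psat1, Neat1 and Tmem132a lie on chromosome 19, where the median tested gene was also higher in the Wnt5a libraries.

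The largest fall was in Chl1 (chromosome 6), from 1163 ± 323 to 176 ± 4.24 (SD, n = 2 per group), a log2 difference of -2.69. Dpp10 fell from 672 ± 247 to 269 ± 4.34, a log2 difference of -1.27. Inhbb fell from 680.4 ± 82.9 to 289.5 ± 17.9, a log2 difference of -1.23. Egfl6 fell from 542 ± 7.08 to 247 ± 25.6, a log2 difference of -1.14. Cartpt fell from 469 ± 78.1 to 236 ± 38.6, a log2 difference of -0.99. Their limma adjusted p-values ranged from 0.0010 for Chl1 to 0.047 for Dpp10. Dpp10 and Inhbb lie on chromosome 1, where the median tested gene was lower in the Wnt5a libraries. Without the trend in eBayes, and without the filter on low values, Psat1, Neat1, Tmem132a, Dpp10 and Cartpt were no longer past the threshold. With the replicate block all 9 genes stayed past it, with adjusted p-values up to 0.0032.

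The genes named in the genotype showed small differences. Rb1 was at 3223 ± 8.73 in empty and 3193 ± 34.0 in Wnt5a libraries (SD, n = 2), a log2 difference of -0.01 (limma adjusted p = 0.957). Reads assigned to Rb1 were therefore abundant in cells described as Rb1 null; which exons they cover is not shown by gene-level counts. Trp53 was at 67.4 ± 3.71 and 90.9 ± 9.04, a log2 difference of 0.42 (limma adjusted p = 0.187, and 0.032 with the replicate block). Trp53 lies on chromosome 11, where the median tested gene was higher in the Wnt5a libraries. Rbl2 was at 321 ± 4.56 and 351 ± 25.6, a log2 difference of 0.13 (limma adjusted p = 0.586, and 0.219 with the block). Chga, the marker that defines the cell type, was at 4043 ± 462 and 3403 ± 561, a log2 difference of -0.25 (limma adjusted p = 0.428, and 0.013 with the block).

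Rhoa (chromosome 9), which encodes a small GTPase of non-canonical Wnt signalling, showed the largest difference of the named genes. It had 17 reads in empty library A and 3 reads in empty library B, the latter at the floor of 3 reads, against 2186 and 2164 reads in the Wnt5a libraries. Its normalised read count was 2.72 ± 2.77 in empty and 510.3 ± 4.27 in Wnt5a libraries (SD, n = 2). The log2 difference was 7.34 (SE 0.48; limma adjusted p = 0.0010, and 0.00015 with the block). Rhob and Rhoc, by contrast, differed by 0.04 and -0.24 on the log2 scale, with limma adjusted p-values of 0.881 and 0.320.

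Rhoa was not alone at this position. In RefSeq gene order, 7 consecutive tested genes on chromosome 9, from Nicn1 through Tcta, Rhoa, Gpx1, Usp4 and Klhdc8b to Ccdc71, had values of at most 4.69 in the empty libraries and of 27.7 to 513 in the Wnt5a libraries. The next gene on one side, Dag1, was at 54.3 and 45.8 in the empty and at 354 and 327 in the Wnt5a libraries. The next on the other side, Usp19, was at 809.6 and 749.7 against 1018 and 986. A second run of 7 consecutive tested genes on chromosome 19, comprising B4gat1, Brms1, Tmem151a, Yif1a, Rab1b, Klc2 and Pacs1, was at most 7.99 in the empty and 20.2 to 202 in the Wnt5a libraries. Brms1 had 0 reads in both empty libraries. All 14 genes were past the threshold in limma. With absence defined as a value at most 1/16 of the other group's lowest library, which had to be at least 20, 27 genes were absent from the empty libraries and 0 from the Wnt5a libraries. Among these 27 genes there were 12 adjacent pairs, against at most 2 in 10000 random gene sets matched on expression (permutation p = 0.0001, the smallest these sets can give).

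**Figure D3:**
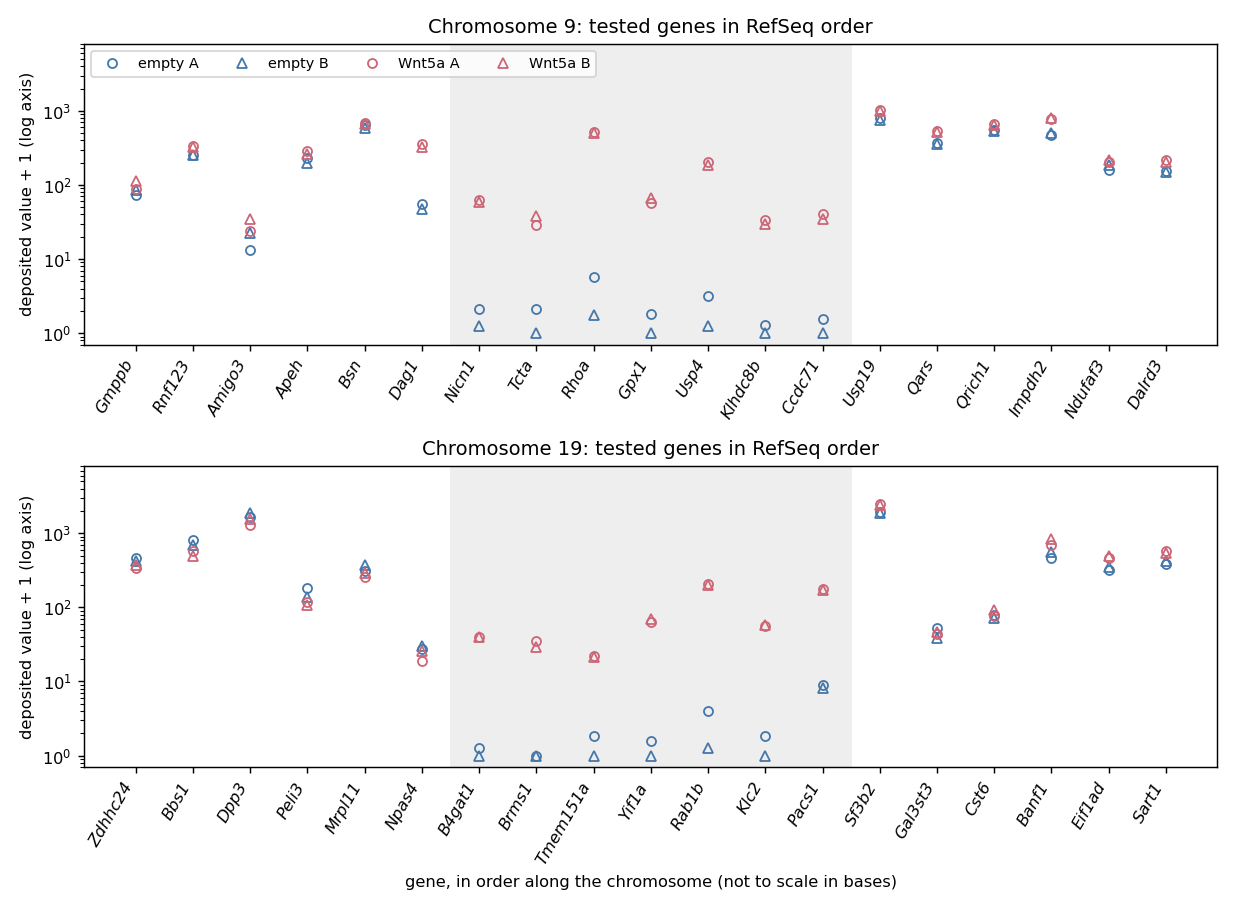
Deposited value plus 1 (log axis) in the 4 libraries for tested genes in RefSeq order on chromosomes 9 and 19 (horizontal axis, not to scale in bases), with circles for libraries A and triangles for libraries B. In the grey runs of 7 genes, empty libraries lie at or below 7.99 and Wnt5a libraries at 20.2 or above, while the genes drawn on either side, other than Dag1 at 54.3 and 45.8 against 354 and 327, differ far less.

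Differences were also compared by chromosome, over the 12272 tested genes with a chromosome, GC content and length outside the 2 runs. The median log2 difference was -0.17 on chromosome 1 (689 genes), 0.17 on chromosome 11 (1017 genes) and 0.35 on chromosome 19 (401 genes). On the 17 other chromosomes with at least 20 tested genes it lay between -0.02 and 0.02. Each of the 3 shifted medians exceeded the largest of any chromosome in 2000 shuffles of gene order (permutation p = 0.0005, the smallest possible). The shifts were similar in both library pairs: on chromosome 19 the median was 0.36 between the A libraries and 0.34 between the B libraries, against 0.02 between the empty libraries and 0.0043 between the Wnt5a libraries. The 4 tested genes on the Y chromosome were all higher in Wnt5a, with a median of 0.48.

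**Figure D4:**
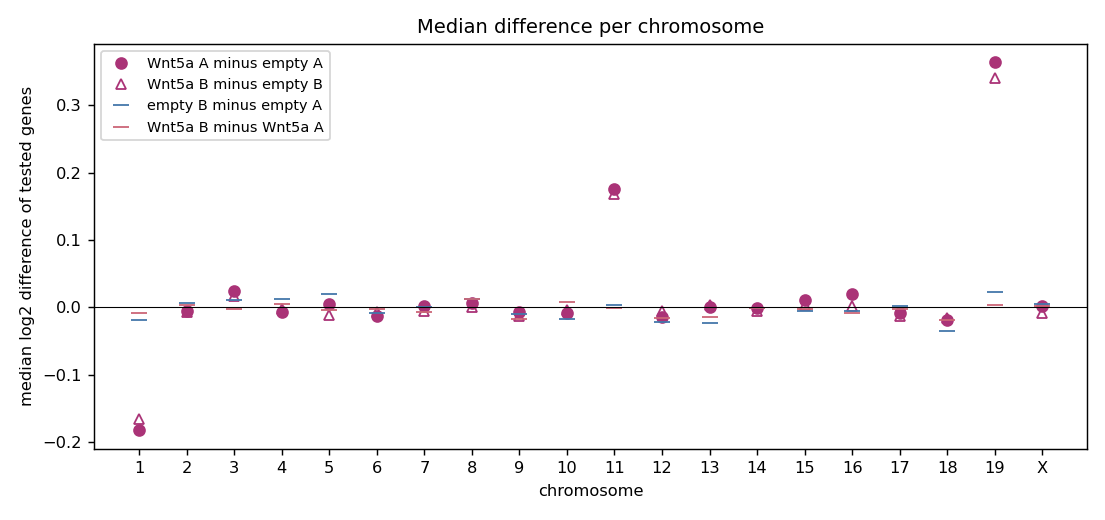
Median log2 difference of tested genes (vertical axis) per chromosome (horizontal axis) for library pairs A and B between groups (filled circles, open triangles) and between libraries of one group (dashes). Pair A lies at -0.18, 0.18 and 0.36 on chromosomes 1, 11 and 19, and pair B at -0.17, 0.17 and 0.34, while the within-group values stay near 0.

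Finally, gene lists were compared to ask whether Wnt5a was accompanied by changes in cell identity, Wnt signalling or proliferation. In the neuroendocrine list, 15 of 16 genes were lower in the Wnt5a libraries, with a median log2 difference of -0.22, with 2 libraries per group. The camera test of limma did not separate the list from the other genes (adjusted p = 0.844, and 0.571 with the replicate block). With the inter-gene correlation fixed at 0.01 instead of the estimated 0.28, the camera adjusted p of this list was 0.00016. Within it Scg2 passed the threshold over all genes, falling from 4109 ± 396 to 2468 ± 6.84 (SD, n = 2), a log2 difference of -0.73 (limma adjusted p = 0.012, and 0.00072 with the block). Adjusted over the list alone, 2 of its genes passed, and 11 with the block, where 8 passed over all genes. Scg2 lies on chromosome 1, with its lower median.

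The 3 other lists reported showed median log2 differences within 0.08 of 0. Of the 14 canonical Wnt targets, 13 were listed in the tables and 7 were expressed enough to be tested; their median was -0.07 (camera adjusted p = 0.844, and 0.897 with the block), and 0 genes passed over all genes or over the list, although 3 had an unadjusted p under 0.05. With the block 2 genes passed over all genes and 2 over the list. In the cell cycle and E2F list 17 of 23 genes were higher, with a median of 0.08 (camera adjusted p = 0.844, and 0.897 with the block); 0 passed over all genes and 1 over the list, and 4 had an unadjusted p under 0.05. With the block 6 passed over all genes and 10 over the list. The Wnt receptors, ligands and adaptors (21 genes tested) had a median of 0.01 (camera adjusted p = 0.844, and 0.897 with the block); 0 passed over all genes or over the list, and 10 had an unadjusted p under 0.05. With the block 7 passed over all genes and 8 over the list. This last median was too near 0 for its direction to be read. Median centring turned it to -0.0047, but that step moves the difference of every gene by the same amount.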

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

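Unless stated otherwise, the alternatives were fixed before the data were examined. The Wnt5a difference kept its direction and stayed past the threshold under each alternative fixed in advance that gave a test, and lay between 3.12 and 3.64 on the log2 scale across the 4 fits that each left out one library.

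The number of genes called depended on what counts as a replicate. Against 254 genes (171 higher, 83 lower), counting all 16 samples separately gave 4377 (2191 and 2186), the replicate block gave 2095 (1073 and 1022), and both together gave 5606 (2807 and 2799). Same-numbered libraries correlated at 0.44 across genes; with the block only 1 residual degree of freedom per gene remains, so that fit leans on the spread shared between genes. DESeq2 on the recovered reads gave 538 (313 and 225), and edgeR gave 246, all shared with the 254. The test without the filter gave 146 genes, of which 16 were lower and 94 were shared with the 254. A minimum value of 50 gave 102 genes (60 higher, 42 lower; 46 at least 2-fold), and eBayes without trend gave 158, of which 41 were lower. The cause of these differences was not tested. Both pseudocounts, median centring and quantile normalization gave 241 to 265 genes. Leaving out one library leaves 1 sample in a group, so no count of genes was made there.

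Among alternatives chosen after the data were examined, leaving out the 14 genes of the neighbouring runs gave 226 genes. Removing chromosome medians gave 212, of which 179 were shared with the 254, and changed the share that was higher from 67.3% to 57.5%.

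For the gene lists reported, no values were computed with edgeR, DESeq2 or the alternatives added later. Under the alternatives that were run on the lists, the median of the neuroendocrine list stayed negative, at -0.275 to -0.0845 when one library was left out. It passed the threshold only with the inter-gene correlation fixed at 0.01 (median -0.22, camera adjusted p = 0.00016) and with all 16 samples and the block (median -0.22, camera adjusted p = 0.0018); over the other alternatives run with a test its adjusted p ranged from 0.220 to 0.848. The Wnt component median turned negative with a minimum value of 50 (-0.0428). It was also negative after median centring (-0.0047), which moves all genes alike and so does not test this list. It was 0.00064 to 0.0727 when one library was left out. The same fits gave -0.125 to 0.0530 for canonical Wnt targets and -0.0208 to 0.114 for the cell cycle list. Neither list kept its direction there, but a fit without one library no longer balances libraries A and B. With all 4 libraries kept, both medians held their sign. They lay at -0.0888 to -0.0670 for canonical Wnt targets and at 0.0602 to 0.0904 for the cell cycle list.

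Among the other named genes, 158 results under an alternative with a test were unchanged in direction and call, 14 were weaker, 7 stronger and 1 reversed. The reversal was Rb1, at 0.0050 after quantile normalization. The 14 losses all came from dropping the trend, dropping the filter or raising it, and concerned Cartpt, Dpp10, Neat1, Psat1, Scg2 and Tmem132a. The 4 fits that each left out one library kept the direction of each gene named by the rule, but not always the size. Chga lay between -0.422 and -0.0847 and Rbl2 between 0.0526 and 0.201 on the log2 scale.

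In the empty libraries Rhoa rests on 17 and 3 reads, against at least 235 reads for each other gene named by the rule fixed in advance, so the size of its fold difference is poorly determined there.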

Other observations

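Of the tests below, those on shared transcript windows, cell type markers, and GC content and length were set out before their results were seen; the others were chosen after the pattern was noticed.

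The absence of 27 genes from the empty libraries is clustered: 14 of them form the runs on chromosomes 9 and 19, and 12 adjacent pairs were found against at most 2 in random sets. A candidate explanation is loss of both stretches of DNA in the cells carrying the empty vector, or in the cells they grew from, so that the Rhoa difference would belong to the cell line and not to Wnt5a. The partial drop of Dag1 next to the run could mark an edge, although no DNA was measured. Technical explanations were weighed. The median log2 difference of all genes, 0.0026, cannot bear on a normalization error, since scaling each sample sets it near 0 in advance. The values carry one scaling factor per sample, however, and these factors differed by at most 1.19-fold, against the 16-fold ratio that defined absence. At the rate of the Wnt5a libraries, the shallowest empty library would hold 1867 Rhoa reads, against 17 observed, so depth does not account for it. The median run gene had 100% of its transcript windows of 50 bases unique to it (Rhoa 92.6%), so reads shared with copies elsewhere do not explain most of the genes. For B4gat1 (16.6%) and Brms1 (25.6%) the windows cannot decide this. A window shared with any other gene, a neighbour in the run included, was counted as not unique. A swapped label is not supported either, since the lowest Wnt5a sample was 5.94 times the highest empty sample for Wnt5a. Of 18 markers of fibroblasts, leukocytes, endothelium and lung epithelium, 4 were expressed enough to test. Of these 1, Ager, was higher in Wnt5a, by 0.03 on the log2 scale (limma adjusted p = 0.970). Another 10 were listed but too low to test, at no more than 8.68 in the Wnt5a libraries, and 2 of them had a higher mean there. The fibroblast marker Dcn was abundant in both groups, at 597 and 340.2 in the empty and 241 and 246 in the Wnt5a libraries. The markers thus showed no excess of these 4 cell types in the Wnt5a libraries over the empty libraries, which is not to say that such cells were absent. Admixture of preSC of another origin, or of cell types outside the list, was not tested, so the loss remains a hypothesis.

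The 14 run genes were also low in the Wnt5a libraries. Their median value was 57.3, against 336 for all tested genes, at percentile 0.07 among 10000 random sets of 14 genes. One hypothesis is that only part of the Wnt5a cells carry the runs, which might also fit the asymmetry of 27 genes absent from empty and 0 from Wnt5a. The usual level of these genes in preSC is not known from these data, so the test cannot decide it.

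Traces of the run genes remained in the empty libraries. Without Pacs1, empty library A held 59 reads of them, 1.22% of the Wnt5a level, and empty library B held 6 reads, 0.114%. Carry-over from the Wnt5a libraries would leave one common share of each gene's Wnt5a level. Over all run genes a common share was rejected in library A (Monte Carlo permutation p = 4e-05) and in library B (permutation p = 1e-05, the smallest these draws can give). Pacs1, the last gene of its run, was left out after it was seen to depart from the others, at 7.99 and 7.13 in the empty libraries. Without it a common share was not rejected in library A (permutation p = 0.275) or library B (permutation p = 0.951, on 6 reads). Because of that choice, these values cannot decide whether the traces are carry-over. The test covers counting error only, since reads are not independent molecules.

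Beyond the runs, neighbouring genes differed by similar amounts. The correlation of adjacent tested genes was 0.249 between groups, against at most 0.03 in 2000 shuffled orders. Differences beyond 1 on the log2 scale were set to 1 in size for it. Between libraries of one group it was 0.0559 (empty) and 0.0595 (Wnt5a). These values also exceeded their shuffled orders (at most 0.0298 and 0.0282), so exceeding the shuffles does not by itself mark a difference between groups. GC content and length explained 1.58% of the variance of the differences between groups. After regressing them out the correlation between groups was 0.251. The same adjustment lowered the correlation from 0.266 to 0.0106 when a GC trend was planted in shuffled differences. That trend was linear in the GC content used for the adjustment, so its removal was given in advance. A bias that this GC content and length miss is not covered. After removing chromosome medians the correlation between groups was 0.156. These values, with the shifted medians of chromosomes 1, 11 and 19, suggest copy number differences between the empty and Wnt5a cells as a hypothesis. On chromosome 19 the direction changed at the run: 46 of 53 tested genes before it were lower in Wnt5a (median -0.32), and 326 of 348 after it were higher (median 0.38). At the run on chromosome 9 the direction did not change over all tested genes. There 250 of 564 tested genes before it were higher (median -0.0182), and 55 of 122 after it (median -0.0175). Among the nearest 20 tested genes the median was 0.0295 before the run (13 higher, 7 lower). It was 0.180 for the nearest 20 after the run (14 higher, 6 lower). A shift limited to the surroundings of this run is therefore not excluded. Chromosomes 1, 11 and 19 held 17.2% of the tested genes but 38.2% of the 254 called genes (97 genes). With the runs they accounted for 104. The other 150 called genes lie elsewhere. The labels do not say whether the libraries of a group come from separate infections. Even if they do, the absent genes and the shifted medians were shared by both libraries of a group, so the grouping coincides with them. Differences between cell lines and an effect of Wnt5a therefore cannot be told apart for the called genes other than Wnt5a, the gene the lentivirus carries. The limma p-values weigh the group difference against the spread between libraries and do not separate these explanations.

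A further 13 absent genes lay outside the runs on 7 chromosomes, 4 of them on X. The largest difference among them was in Prex2, at 0.55 and 0.26 in the empty and at 123 and 110.2 in the Wnt5a libraries. Of the explanations above, the test of scaling factors covers these genes too; no explanation was tested for them separately.

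As to other splits of the 4 libraries, 1 of the 3 splits into pairs gave as many called genes as the grouping, namely the grouping itself. The crossed split, which like the grouping parts both same-numbered pairs, gave 0 genes past the threshold and 15 at an unadjusted p under 0.05. Splitting A from B libraries, which keeps each same-numbered pair together, gave 0 genes past the threshold and 1146 at an unadjusted p under 0.05. In these other splits the difference between the groups enters the spread within each pair, which lowers their counts in advance. They therefore give no measure of the number of genes to be called without a group difference. With 3 splits the share that matches the grouping cannot fall under 0.05 either.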
